A study of Cicer arietinum with 24 samples. Its data were reported in "DNA methylation reprogramming during seed development and its functional relevance in seed size/weight determination in chickpea" (2020).

How the data were processed

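RNA-seq libraries had been made from leaf and from whole seeds at 7 developmental stages (S1 to S7) of field-grown chickpea plants of the cultivar JGK 3, with 3 samples per group. Groups were taken from the sample titles. Per the labels and the methods of the study, the authors filtered the reads with NGS QC Toolkit, mapped them to the annotated kabuli chickpea genome with TopHat and computed FPKM values with Cufflinks, and called differential genes with Cuffdiff. The authors deposited 1 FPKM column per group, so the 3 samples of a group were already pooled, and how they were pooled is not stated. The values did not add up to a common total, while the median ratio of each group to the geometric mean over groups was between 0.924 and 1.03. The deposited FPKM values therefore appear to have been scaled between libraries by the authors, with a method that is not stated.

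Each table had 35234 entries. Of these, 27966 named at least 1 gene identifier and were analysed as genes, 26305 with a single identifier and 1661 joining several. The remaining 7268 entries carried only a locus label of the assembly software and held between 2.99% and 4.84% of the summed FPKM. They were left out of the comparisons and examined separately. In all 28269 identifiers were listed, and 1168 of them occurred on several entries of their own (2362 entries). For single genes and gene lists the entry with the highest mean over groups was used. No identifier matched the name table that was given (0 matches), so identifiers are used as the files give them. No coordinates were analysed here.

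The number of mapped reads per library was unknown. Whole reads could not be recovered from the low values, since among entries above 0 and under 0.1 FPKM at both of 2 successive stages the most common ratio was shared by at most 1.12%. No interval for counting error was therefore possible, and the precision of single values is unknown. Because the columns were pooled, the limma test intended for replicate columns was not run, and counts of genes past a 2-fold limit were given in its place.

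Genes were compared on log2(FPKM + 1), with a minimum of 1 FPKM at either of the stages compared and a limit of 2-fold. Correlations were computed across genes with at least 1 FPKM in any group. Gene sets and lists of DMR-associated genes were read as identifiers from the lists given by the study. The median change of a set was compared with 10000 random lists of the same size drawn from genes with at least 1 FPKM at a seed stage and matched in 10 bins of mean expression. For lists of differentially expressed genes, the share higher at the later stage was compared with 10000 random lists from genes at least 2-fold apart in the same transition. A percentile under 2.5 or over 97.5 was taken as outside the central 95%. These percentiles describe the libraries and are not tests of the conditions.

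The groups, the comparisons, the fixed gene lists, the limits and most alternatives were set before the data were examined. The genes named in the text were the 12 methyltransferase and demethylase genes and 13 candidate genes of the study, the gene with the largest rise and fall in each of the 4 transitions of the study, the gene in each direction whose smallest difference between leaf and the seed stages was largest, and the gene with the highest FPKM in each group. The largest changes among genes above 0, the restriction to entries with a gene identifier and the choice of the entry with the highest mean were decided after the data had been seen. The alternatives that left out values listed at 0, included entries without an identifier, left out or summed repeated entries, kept only listed genes at least 2-fold apart, or kept only genes with a mean of at least 10 FPKM were also added then, as was the simulation of unchanged genes behind the overlaps of comparisons, which drew each library around the mean of the stages with differences between S6 and S7 of similarly expressed genes as noise.

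The alternatives set beforehand were pseudocounts of 0.1 and 5, no minimum or a minimum of 5 FPKM, a 4-fold limit, other memberships and matching of the gene lists, and 3 ways of scaling the libraries, to the same sum, to the same upper quartile of genes with at least 1 FPKM, or by the median ratio to the geometric mean over groups. A count was taken as unchanged within 1.5 times the main count. A share of higher genes was taken as unchanged within its Wilson 95% interval over genes, which are not independent. The calculations were tested on simulated data. All 200 genes simulated with a change among 27966 were recovered in the right direction and 0 unchanged genes were called. These changes were 4-fold, in well expressed genes and with small noise. The outcome was thus fixed by the settings and checks the calculation only. The simulation behind the overlaps, with differences between S6 and S7 as noise, did place unchanged genes at least 2-fold apart. Their mean number was between 867 and 919 for the longer transitions. Of 200 random lists of 100 genes with no shift, drawn from 17224 genes, 7 fell outside the percentile limits, and all 200 lists shifted by 1 log2 unit lay above them. This shift is larger than the main gene set differences, so it does not show that smaller ones would be found. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.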

Results

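Transcript abundance was measured by RNA-seq in leaf and in whole seeds of the chickpea (Cicer arietinum) cultivar JGK 3 at 7 stages of seed development, S1 to S7. Each group had 3 samples, which were represented together by 1 FPKM value per gene, the number of sequenced fragments normalised by exon length and library size. No spread between replicates could be computed from these values. The differences below therefore have no replicate check and no p-value, and they describe the pooled libraries only. The number of reads behind each value was unknown. A value of exactly 0 can stand for an estimate that failed, so such a gene is described as listed at 0 and no fold change is given against it.

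Each table held 27966 entries that named at least 1 gene identifier, called genes hereafter, of which 1661 joined several identifiers. The summed FPKM of these genes was lowest at S2 (787865) and highest at S7 (2379437), with 1300269 in leaf. A gene was taken as expressed at 1 FPKM or more. The number of expressed genes was between 16140 and 16613 from S1 to S5 and dropped to 14299 at S6 and 14247 at S7. In leaf, 15657 genes were expressed. A limit of 5 FPKM moved these numbers most and gave 12890 genes at S4 and 11073 at S7. In total 19168 genes were expressed in at least 1 group, and 12322 genes were expressed at all seed stages.

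The most abundant transcripts took a larger share of the sum at the last stages. The 10 most abundant genes held 3.94% of the summed FPKM at S2, 13.6% at S5, 22.1% at S6 and 24.8% at S7, and the 100 most abundant held 16.7% at S2 and 49.8% at S7. The files did not pair identifiers with gene names, so these genes are given by identifier. Ca_28211 had the highest FPKM at S1, S3, S4 and S5, with 11106 FPKM at S1 and 56210.5 FPKM at S5. Ca_24988 had the highest FPKM at S2 (4517 FPKM), although it was listed at 0 at S4 between 11139.6 FPKM at S3 and 28211 FPKM at S5. Ca_06877 was the most abundant gene at S6 (215672 FPKM) and S7 (271919 FPKM), where it held 9.45% and 11.4% of the sum, after 92.2 FPKM at S5. In leaf, the entry joining Ca_03007, Ca_03008 and Ca_03009 was highest at 21814 FPKM.

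To see how similar successive stages were, the correlation of log2(FPKM + 1) was computed across the 19168 expressed genes, which are not independent replicates. Pearson's r was 0.943 between S1 and S2, 0.946 between S2 and S3, 0.922 between S3 and S4 and 0.903 between S4 and S5. It dropped to 0.717 between S5 and S6 and was 0.980 between S6 and S7. Spearman's rho for the same steps was 0.939, 0.944, 0.918, 0.906, 0.708 and 0.979. The alternative that moved these values most kept only genes with a mean of at least 10 FPKM over the seed stages, and gave 0.488 between S5 and S6. Leaf correlated with the seed stages at r between 0.584 (S7) and 0.695 (S2). These 28 pairs of groups were the full family of correlations computed.

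**Figure D1:**
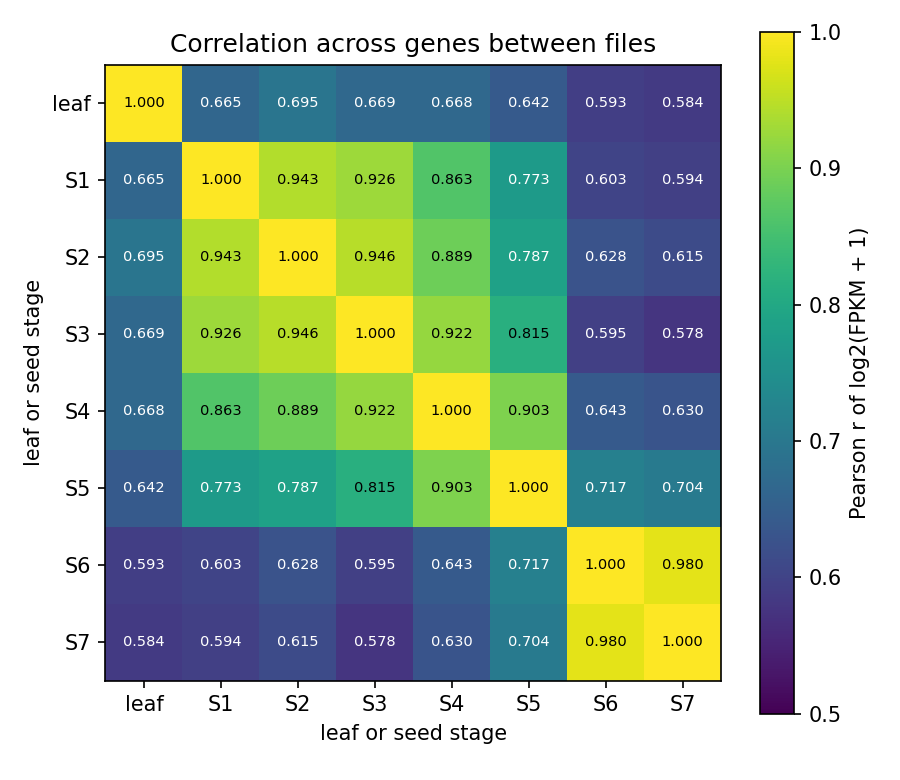
Pearson correlation of log2(FPKM + 1) across 19168 genes for each pair of groups, with leaf and the 7 seed stages on both axes and r as colour and number. The seed stages form a group from S1 to S5 and a pair of S6 and S7, with 0.717 between S5 and S6 and 0.980 between S6 and S7.

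The study compared 4 successive transitions, from S1 to S2, on to S3, from S3 to S5 and on to S7. A gene was counted when its log2(FPKM + 1) differed at least 2-fold, among genes with at least 1 FPKM at either stage. On this scale the change of genes with low values is understated. During the S1/S2 transition 2432 of 16938 genes (14.4%) were at least 2-fold apart, and 59.7% of them were higher at S2. During S2/S3 1980 of 17066 genes (11.6%) were apart, with 38.5% higher at S3. The number rose to 6060 of 17552 genes (34.5%) during S3/S5 and 9779 of 17043 genes (57.4%) during S5/S7, with 48.6% and 47.0% higher at the later stage. Genes listed at 0 at either stage made up 35, 31, 234 and 688 of these genes, in the same order. A 4-fold limit moved the numbers most and gave 459, 467, 1938 and 4516 genes.

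The split into higher and lower genes depended on how the libraries were scaled to each other. The deposited values shifted the median of all tested genes by between -0.04 and 0.03 (log2) in the 8 comparisons made here. Scaling to the same sum gave median shifts of 0.22, -0.22, -0.48 and -0.79 (log2) for the 4 transitions, and 77.0%, 25.2%, 27.0% and 22.8% of the genes apart were then higher at the later stage. Scaling to the same upper quartile gave shifts of -0.04, 0.08, -0.17 and -0.53, with 58.0%, 44.8%, 41.4% and 30.5% higher. The median ratio moved the shares less, to 57.4%, 40.2%, 48.2% and 46.1% higher, with shifts of -0.05, 0.03, -0.05 and -0.03. For S3/S5 and S5/S7 the same sum and the same upper quartile both moved the median down by more than 0.1. The shares of higher genes in these transitions are therefore given relative to a median that depends on the scaling.

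The stages S4 and S6 allowed the longer transitions to be divided into single steps. Between S3 and S4 2708 genes were at least 2-fold apart, of which 56.2% were higher at S4 (53.1% with the same sum and 57.0% with the same upper quartile). Without entries whose identifiers occur more than once in the table, the share was 47.9%. Between S4 and S5 3307 genes were apart, with 45.3% higher at S5 (20.5% and 35.1% under the same 2 scalings, which shifted the median by -0.41 and -0.14). Between S5 and S6 9608 genes were apart, with 46.3% higher at S6 (23.8% and 30.1%, with median shifts of -0.77 and -0.55). Only 752 genes were apart between S6 and S7, with 29.9% higher at S7 (23.3% and 28.6%). Of the 9779 genes apart during S5/S7, 8700 (89.0%) were also apart in the same direction between S5 and S6, and 405 between S6 and S7. The overlapping comparisons share a library, which gives an overlap without any change. In 100 simulations of unchanged genes, with the differences between S6 and S7 as noise, 32.6% of the genes apart during S5/S7 were also apart in the same direction between S5 and S6, and 32.3% between S6 and S7. Of the 6060 genes apart during S3/S5, 2120 (35.0%) were apart in the same direction between S3 and S4 and 2609 (43.1%) between S4 and S5, against 32.5% and 32.8% in the simulations. On average, between 867 and 919 unchanged genes were at least 2-fold apart over S5/S7 or S3/S5 in these simulations. The simulated shares hold for such genes only. They are no chance level for the observed shares, since a real change can be divided between the single steps. Between S6 and S7 the observed share was 4.14%, under the simulated 32.3%.

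**Figure D2:**
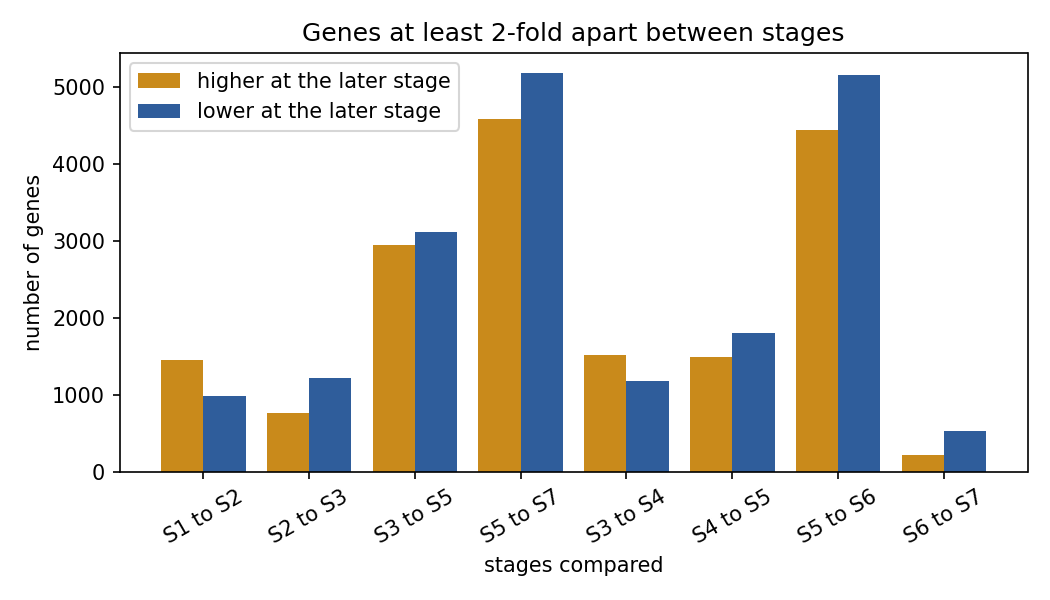
Number of genes at least 2-fold higher or lower at the later stage for each of the 8 comparisons of seed stages, on the log2(FPKM + 1) scale of the deposited values. S5/S7 and S5/S6 have the most genes (9779 and 9608) and S6/S7 the fewest (752), and the split into higher and lower changes under other scalings.

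The genes with the largest changes in the 4 transitions of the study were mostly of genes listed at 0 at either stage. During S1/S2, Ca_25931 rose most, from 1.98 to 562 FPKM, and Ca_26343 fell most, from 434 FPKM to a value listed at 0. During S2/S3, Ca_26343 also rose most, to 1395 FPKM at S3, and it was listed at 0 again at S4 before 3744 FPKM at S5. Ca_25380 fell most, from 119 FPKM at S2 to a value listed at 0 at S3. During S3/S5, Ca_26950 rose most, from 0.0383 to 4806 FPKM, a change of 12.18 in log2(FPKM + 1), and it passed through 44.4 FPKM at S4. Ca_23535 fell most, from 1029 FPKM to a value listed at 0. During S5/S7, Ca_06966 was listed at 0 at S5 and had 19108 FPKM at S7, although it had 1887 FPKM at S4. Ca_21122 fell from 4562 FPKM at S5 to values listed at 0 at S6 and S7. Among genes above 0 at both stages, the largest changes during S5/S7 were those of Ca_06877, which rose from 92.2 to 271919 FPKM, and Ca_24988, which fell from 28211 to 6.11 FPKM.

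Leaf served as the tissue outside the seed. At least 2-fold higher values than in leaf were found at every seed stage for 824 of 19168 genes, and at least 2-fold lower values for 2168 genes. Leaf was listed at 0 for 31 of the 824 genes. A 4-fold limit moved both numbers most, to 174 and 1028 genes. The smallest difference over the 7 stages was largest for Ca_04636, which was listed at 0 in leaf and had between 907 and 4018 FPKM in seeds. Among genes above 0 in every file it was largest for Ca_02083, with 0.376 FPKM in leaf and between 46.7 and 110 FPKM in seeds. Among the lower genes the same measure was largest for Ca_14546, with 1011 FPKM in leaf, 5.96 FPKM at S1 and 0.0742 FPKM at S7.

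The study examined genes encoding DNA methyltransferases and demethylases to ask whether their expression followed the gain of methylation in transposable elements. The names below are those used by the study. None of the 6 methyltransferase genes rose at each step through S1, S2, S3, S5 and S7 (0 genes). CaMET1 (Ca_18432), CaCMT2 (Ca_17866), CaCMT3 (Ca_23587) and CaCMT1 (Ca_20580) had their highest value at S1. CaCMT3 dropped from 41.6 FPKM at S1 to 13.5 at S3, 1.64 at S5 and 0.0554 at S7. CaCMT2 dropped from 23.4 to 7.32, 1.02 and 0.0484 FPKM at the same stages, and CaMET1 from 11.8 to 6.01, 1.77 and 0.571 FPKM. CaCMT1 was at 23.2 FPKM at S1, 18.9 at S5 and 1.03 at S7, and a further, much lower entry of the same identifier was highest at S5 (0.323 FPKM) among these stages. The study grouped CaCMT1 with CaDRM1 and CaDRM2 as genes with high expression at S5 and/or S7. It is not known which CaCMT1 entry the study used.

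CaDRM2 (Ca_03062) lay between 19.6 FPKM at S4 and 25.3 FPKM at S7, its highest value, but dropped from 39.2 at S2 to 14.5 at S7 with the same sum. CaDRM1 (Ca_12577) was highest at S5 (16.5 FPKM) against 14.4 FPKM at S1, and higher still at S4 (18.7 FPKM). The stage of the highest value of these 2 genes changed with the scaling. Among the 5 stages of the study, CaDRM2 was highest at S2 with the same sum and at S1 with the same upper quartile, and CaDRM1 was highest at S1 with the same sum. Under all 3 scalings tried, the other 4 genes kept their highest value at S1.

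Of the 6 demethylase genes, 5 had their highest value at S5 among the 5 stages of the study. Ca_17547 rose from 22.4 FPKM at S3 to 49.0 at S5 and was at 17.6 at S7. Ca_17326 rose from 0.334 to 4.96 FPKM between S3 and S5, Ca_17329 from 0.330 to 5.44 FPKM and Ca_07031 from 0.311 to 1.41 FPKM. Ca_17326 was higher at S6 (7.29 FPKM), a stage outside the 5. Ca_20137 differed less, with 16.3 FPKM at S3 and 21.0 at S5, and was highest at S2 with the same sum. Ca_08414 was highest at S3 (4.44 FPKM) and lowest at S5 (2.08 FPKM). Ca_20137 and Ca_08414 each had a further entry that was highest at S7 among these stages, with 33.9 and 4.73 FPKM, and the sum of both entries was also highest at S7 for each gene. It is not known which entry the study used.

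**Figure D3:**
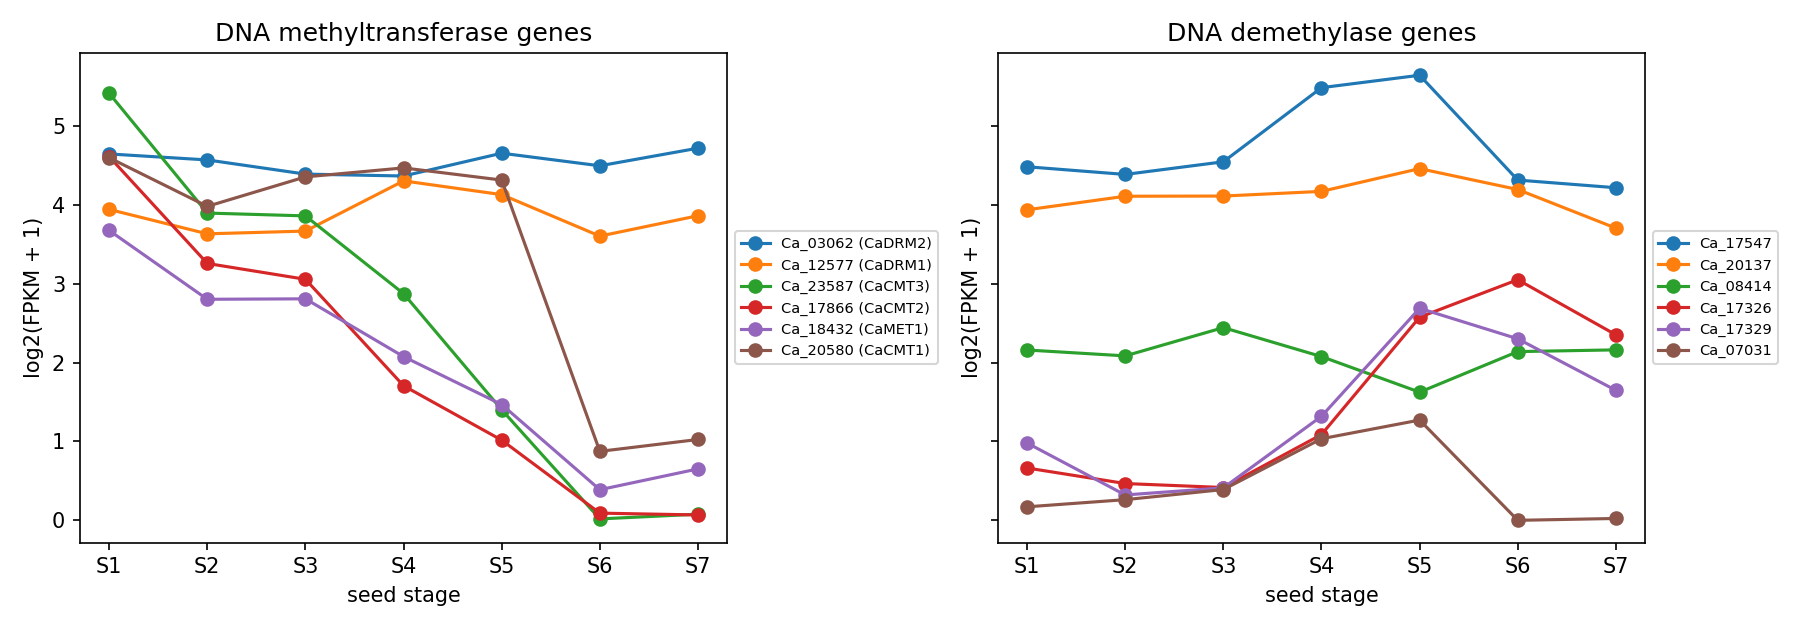
log2(FPKM + 1) of the 6 methyltransferase genes (left) and the 6 demethylase genes (right) at seed stages S1 to S7, with 1 line per gene and the entry with the highest mean for identifiers with several entries. CaCMT3, CaCMT2 and CaMET1 drop from S1 to S7 and 5 demethylase genes are highest at S5 among the stages of the study, while the highest stage of CaDRM1, CaDRM2 and Ca_20137 changes with the scaling.

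The 4 gene sets of the study stand for cell cycle, differentiation, grain filling and desiccation. Their members listed with a differentially methylated region (DMR) in any transition were followed, since these were chosen by methylation and not by expression. The median change of each set was set against 10000 random lists of the same size matched on mean expression, as a description of these libraries. The cell cycle set (146 genes) had a median change of -0.29 (log2) during S1/S2, a difference of -0.29 from the median of the random lists (percentile 0). During S5/S7 the difference was -0.31 (percentile 1.34), and during S2/S3 and S3/S5 it lay within their central 95%. The differentiation set (327 genes) differed from its random lists by -0.12 during S1/S2 (percentile 0) and by 0.13 during S2/S3 (percentile 100). Both transitions share the pooled S2 library, so a deviation of that library alone would give 2 differences of opposite sign. These 2 results are therefore not independent.

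The grain filling set (73 genes) differed from its random lists by -0.92 during S5/S7 (percentile 0), with 50 genes lower and 23 higher at S7. It lay within their central 95% in the other 3 transitions. The desiccation set (72 genes) lay within the central 95% in all 4 transitions, with a difference of 0.30 at percentile 94.5 during S5/S7. The alternative that moved this family most kept only members listed with a DMR in the same transition, and gave 0.72 for the desiccation set during S5/S7 (percentile 99.2). With all listed members, of which part was chosen by expression in these libraries, the difference was 0.67 (percentile 100). Of the 16 results, the median ratio scaling left each on the same side of the limits. Its factors lay between 0.992 (S1) and 1.03 (S7) for the seed stages, so it hardly changed the values. The same sum and the same upper quartile were not tried for the gene sets. The cell cycle and differentiation sets shared 42 genes, so their results are not independent.

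**Figure D4:**
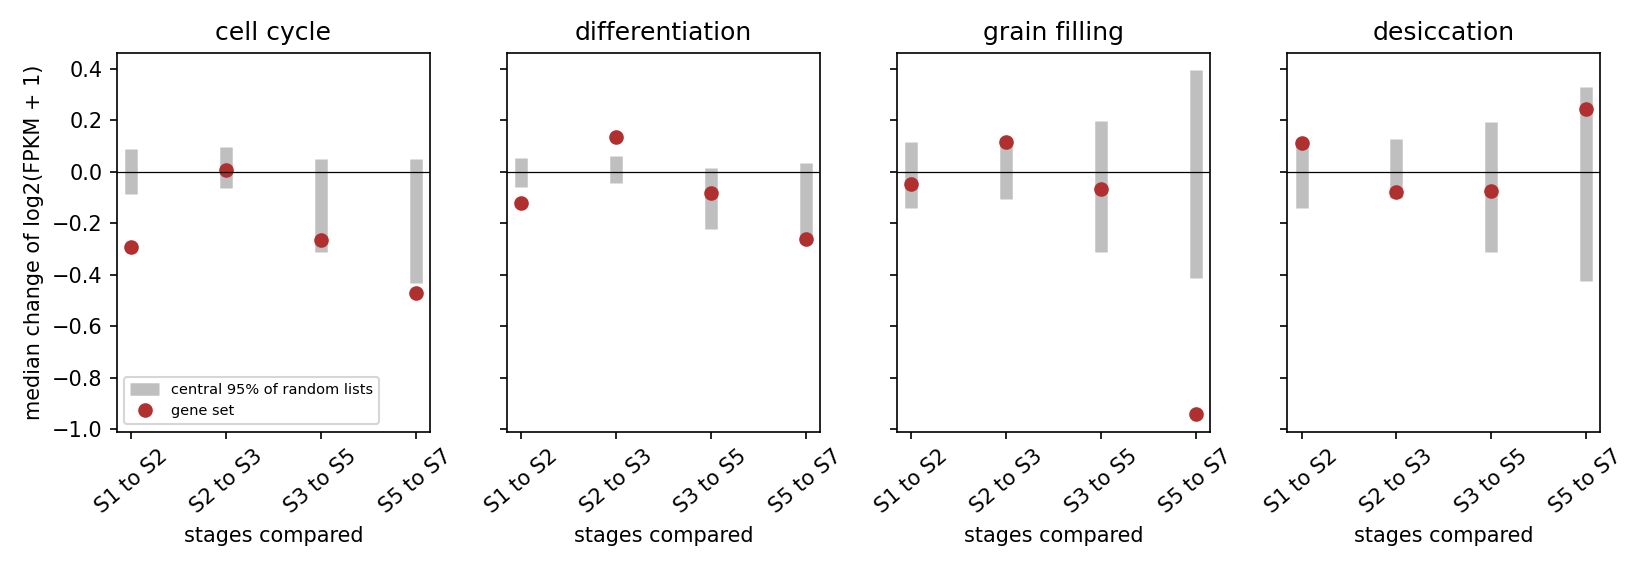
Median log2 change of each gene set (points) for the 4 transitions of the study, with the central 95% of the medians of 10000 matched random lists (bars). The grain filling set during S5/S7 (median change -0.943) lies outside its bar, as do the cell cycle set during S1/S2 and S5/S7 and the differentiation set during S1/S2 and S2/S3.

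The study also asked whether the direction of a methylation change goes with the direction of the expression change. Its lists of DMR-associated differentially expressed genes were chosen partly by expression in these libraries. The share of listed genes higher at the later stage was compared with 10000 random lists drawn from genes at least 2-fold apart in the same transition and matched on mean expression. Not all listed genes were themselves 2-fold apart on this scale, so that the lists and the random lists differ in this respect. Of 10 genes hypermethylated in the CG context in the gene body during S2/S3, 6 (60.0%) were higher at S3, against a mean of 36.9% in the random lists (percentile 92.6). With all 13 listed genes the share was 69.2% (percentile 98.2). The percentile was 99.6 with the same sum, 84.9 with the same upper quartile and 90.2 with the median ratio. Among the 9 genes at least 2-fold apart the share was 66.7% (percentile 98.5). Of 12 genes hypomethylated upstream in the CG context during S3/S5, 10 (83.3%) were higher at S5, against 44.9% (percentile 99.4), and among the 8 genes at least 2-fold apart the share was 87.5% (percentile 98.8). Of 5 genes hypomethylated upstream in the CHG context, 4 (80%) were higher at S5 (percentile 94.0), and the same share lay at percentile 99.3 with the same sum, 97.1 with the same upper quartile and 94.0 with the median ratio. Only 2 of these genes were at least 2-fold apart, with a share of 50% (percentile 51.96), and so few genes decide nothing. The same sum moved most lists, because it changes the genes from which random lists are drawn.

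Among the 20 lists with at least 30 genes, 17 lay within the central 95% of their random lists, and 1 outside it is what chance alone gives. This number depended on the scaling, since 17 of the 20 lists lay outside with the same sum and 9 with the same upper quartile, and 5 when only listed genes at least 2-fold apart were kept. Genes hypermethylated upstream in the CHH context during S2/S3 were higher at S3 in 54 of 108 cases (50%), against 39.6% in random lists (percentile 98.9, but 87.4 with the same upper quartile and 79.4 among genes at least 2-fold apart). Genes hypermethylated downstream in the CHH context during S5/S7 were higher at S7 in 119 of 213 cases (55.9%), against 47.2% (percentile 99.8). Genes hypermethylated in the gene body in the CHH context during S3/S5 were higher at S5 in 30 of 97 cases (30.9%), against 42.0% (percentile 0.965, and 16.2 with the same upper quartile), and the sign of this difference changed when the libraries were scaled to the same sum. That scaling moved this family most.

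The study listed candidate genes that were hypermethylated and more highly expressed in JGK 3 than in Himchana 1, a cultivar not analysed here. Only the 13 genes that its text named by identifier, a part of that list, were followed. The study picked its candidates for higher expression than in Himchana 1 at S3 and/or S5, partly from these libraries. It listed more of them at S3 than at S5. Such a choice favours genes high at S3, so the split between S3 and S5 is partly built in. Between S3 and S5 of JGK 3, 10 of the 13 genes were higher at S3, 7 at least 2-fold on the log2(FPKM + 1) scale. The other 3 were higher at S5, 1 at least 2-fold. Scaling to the same sum moved the number at least 2-fold higher at S3 most, to 9. Ca_23631 dropped from 33.5 FPKM at S3 to 1.86 at S5, and Ca_10748 from 76.2 to 15.7 FPKM. Ca_01760 dropped from 81.6 to 10.7 FPKM, and from 54.8 to 23.1 FPKM in a further entry of its identifier. Ca_06937 rose from 3.27 FPKM at S3 to 24.2 at S5 and 49.3 at S7.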

Values the study reported

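The study reported that 382, 311, 872 and 1284 genes associated with differentially methylated regions were also differentially expressed in the transitions from S1 to S2, S2 to S3, S3 to S5 and S5 to S7. It gave 69.2% as the fraction with higher expression at S3 among genes with gene body hypermethylation in the CG context between S2 and S3. For hypomethylation upstream of genes between S3 and S5, the fractions with higher expression at S5 were 76.9% for CG and 80% for CHG. Among the methyltransferase genes, it described CaDRM1, CaDRM2 and CaCMT1 as high at S5 and/or S7. It stated that most demethylase genes had their highest expression at S5, and it used a set of 28,269 predicted genes.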

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

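The test described in this part was chosen only after the results had been seen. Of the 7268 entries without a gene identifier, which the comparisons of the report left out, 4156 reached 1 FPKM in at least 1 group. They were noted because they carry signal outside the genes reported on. Between 1685 (S1) and 2035 (S7) of them were expressed in a group, and together they held between 2.99% (S6) and 4.84% (S5) of the summed FPKM. The most abundant was XLOC_010883, with 72.5 FPKM at S4, 9540 at S5, 3610 at S6 and 978 at S7, while it was listed at 0 in leaf.

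These entries were at least 2-fold apart between stages more often than genes. Their level of expression was tested as a technical cause with random lists of genes matched on mean expression at the stages compared. From S5 to S7 70.3% of the entries were apart, against a mean of 62.6% in the random lists (percentile 100), and from S3 to S4 40.6% against 18.6% (percentile 100). In each of the 8 comparisons the share lay above all random lists, which argues against expression level as the whole cause. Errors in the assembly of loci, the length of the entries and reads shared between similar loci stay open, since neither lengths nor positions were analysed here. A real difference between stages in transcription outside the annotated genes also stays open and may contribute, and it was not tested.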

How the results depend on the processing

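The alternatives that concern values listed at 0, entries without an identifier, repeated identifiers and genes with a mean of at least 10 FPKM were chosen after seeing the data. No paired analysis was possible because the deposited columns pool the samples of a group and carry no replicate numbers. For the same reason the alternatives that would have left out each replicate or used the replicate number as a block were not run. The unknown read depth limits every single value, most of all under 1 FPKM. Removing the minimum of 1 FPKM leaves the counts of genes apart as they are by construction, so it says nothing about their stability.

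The numbers of genes at least 2-fold apart stayed within 1.5 times the main number in 65 of 80 recalculations, not counting those without a minimum. With a pseudocount of 5 they were 1249 (S1/S2), 1036 (S2/S3), 3606 (S3/S5), 1387 (S3/S4), 1758 (S4/S5) and 309 (S6/S7), since a larger pseudocount shrinks the change of low genes. A pseudocount of 0.1 gave 1173 for S6/S7. A 4-fold limit selects fewer genes by construction and gave 459 (S1/S2), 467 (S2/S3), 1938 (S3/S5), 4516 (S5/S7), 584 (S3/S4), 833 (S4/S5), 4452 (S5/S6) and 110 (S6/S7). For genes higher than leaf at every seed stage a pseudocount of 0.1 gave 1289, a pseudocount of 5 gave 353 and the 4-fold limit 174, and for genes lower than leaf the 4-fold limit gave 1028. In each setting S5/S7 and S5/S6 had the most genes apart and S6/S7 the fewest.

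The share of genes higher at the later stage crossed 50% in 10 recalculations, and in 40 others it moved without crossing. A pseudocount of 5 gave 53.8% for S3/S5, 50.9% for S5/S7, 51.9% for S4/S5 and 50.9% for S5/S6. The 4-fold limit gave 53.8% for S3/S5 and 52.1% for S4/S5, but it lowered the share for S5/S7 (40.4%), S5/S6 (40.9%) and S6/S7 (20.9%) and raised it for S1/S2 (79.3%) and S3/S4 (67.1%). A minimum of 5 FPKM gave 51.1% for S3/S5, 51.1% for S5/S7 and 50.5% for S5/S6. The cause was not tested. Without entries of repeated identifiers the share for S3/S4 was 47.9%, because those entries were mostly higher at S4. The shares with the same sum and the same upper quartile are given in the report. The numbers of expressed genes stayed within 1.5 times in all 32 recalculations, and the lowest of the 6 correlations between neighbouring stages was S5 to S6 in all 6 settings tried.

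Of the gene set results, 100 of 128 recalculations kept their sign and their side of the percentile limits. The grain filling decrease during S5/S7, the cell cycle decrease during S1/S2 and both changes of the differentiation set (S1/S2 and S2/S3) did so in every setting. Both changes of the differentiation set share the S2 library, which no setting could replace. The only scaling among these settings was the median ratio. The cell cycle difference during S5/S7 moved inside the limits when lists were matched on the stages compared (-0.23), when only members with a DMR in that transition were kept (-0.30) and with genes on a single entry (-0.27). Differences that moved outside the limits were found with a pseudocount of 0.1 for differentiation during S5/S7 (-0.33) and desiccation during S1/S2 (0.17) and S5/S7 (0.51), and without a minimum for desiccation during S1/S2 (0.086). With all listed members they were found for cell cycle during S3/S5 (-0.19), grain filling during S2/S3 (0.15) and S3/S5 (-0.20), and desiccation during S1/S2 (0.17), S2/S3 (-0.14) and S5/S7 (0.67). Part of those members was chosen by expression in these libraries. With members that had a DMR in that transition they were found for S5/S7 in differentiation (-0.32) and desiccation (0.72), and with genes on a single entry for cell cycle during S3/S5 (-0.22), grain filling during S2/S3 (0.14) and desiccation during S1/S2 (0.18). For these changes the cause was not tested.

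The sign changed in 10 recalculations of gene sets, all of them for differences within the limits. Without a minimum the differences were 0.00090 for cell cycle during S2/S3, -0.0028 for differentiation during S3/S5 and 0.0052 for desiccation during S3/S5. Matching on the stages compared gave 0.0026 for cell cycle during S2/S3, and all listed members gave -0.097 for differentiation during S3/S5, which lay outside the limits. Members with a DMR in that transition gave 0.010 for cell cycle and 0.038 for grain filling, genes on a single entry gave 0.012 for grain filling and 0.054 for desiccation, and the sum of entries gave 0.055 for desiccation, all during S3/S5. The cause was not tested.

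The direction lists kept their sign and side in 148 recalculations, while 40 moved outside the limits (6 of them with a change of sign), 5 moved inside (1 with a change of sign) and 14 changed sign within the limits. Of the 20 lists with at least 30 genes, 3 lay outside the limits with the deposited values, 17 with the same sum, 9 with the same upper quartile, 12 with random lists from genes at least 4-fold apart, 5 with only listed genes at least 2-fold apart and 3 in each of the other 5 settings. The lists stay nearly the same under another scaling while the genes from which random lists are drawn change, so that most changes come from the random lists by construction. Of the 3 lists named by the study, CG hypermethylation in the gene body during S2/S3 moved above the limit with the same sum (63.6%) and with all listed genes (69.2%), and CHG hypomethylation upstream during S3/S5 with the same sum (80%). CG hypomethylation upstream during S3/S5 stayed above the limit in all 9 settings. With only listed genes at least 2-fold apart, which compares them with random lists of the same kind and was also chosen after seeing the data, CHH hypermethylation during S1/S2 downstream (69.8%) and in the gene body (83.3%) and during S3/S5 downstream (55.3%) moved above the limit, as did CG hypermethylation in the gene body during S2/S3 (66.7%). CHH hypermethylation upstream during S2/S3 moved inside the limits (43.2%), and the sign changed for CHH hypermethylation downstream during S2/S3 (33.3%) and CG hypomethylation in the gene body during S5/S7 (45.5%). Fewer genes entered by construction.

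With the same sum, CHH hypermethylation during S1/S2 changed sign downstream (66.2%, now below the limit) and in the gene body (75%) and moved below the limit upstream (55.1%). During S2/S3 it moved above the limit downstream (40.2%) and in the gene body (50%). During S3/S5 the sign changed for CG hypermethylation downstream (37.5%) and in the gene body (40.7%, now above the limit), CG hypomethylation in the gene body (38.2%, now above the limit) and CHH hypermethylation in the gene body (30.6%, now inside the limits). CHG hypomethylation in the gene body (45.1%) and CHH hypermethylation downstream (48.9%) and upstream (46.4%) moved above the limit. During S5/S7 the sign changed for CG hypermethylation downstream (47.6%, now above the limit). CG hypermethylation in the gene body (46.0%), CG hypomethylation downstream (51.2%) and in the gene body (44.4%), and CHH hypermethylation in the gene body (45.3%) and upstream (52.0%) moved above the limit.

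With the same upper quartile, the sign changed for CHH hypermethylation downstream during S2/S3 (42.5%), for CG hypermethylation downstream (38.7%) and in the gene body (41.1%) and CG hypomethylation in the gene body (39.2%) during S3/S5, and for CG hypermethylation downstream during S5/S7 (47.6%, now above the limit). CHH hypermethylation upstream during S2/S3 (50.5%) and in the gene body during S3/S5 (30.9%) moved inside the limits. CHH hypermethylation downstream (49.6%) and upstream (46.9%) during S3/S5 moved above them, as did, during S5/S7, CG hypermethylation in the gene body (47.0%), CG hypomethylation downstream (51.7%) and in the gene body (44.6%), and CHH hypermethylation in the gene body (45.3%) and upstream (52.0%). With the median ratio, CHH hypermethylation upstream during S2/S3 moved inside the limits (50%) and CHH hypermethylation downstream during S3/S5 above them (50.9%).

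With random lists from genes at least 4-fold apart, the shares themselves stay as they are. The sign changed for CHH hypermethylation during S1/S2 downstream (64.6%, now below the limit) and in the gene body (75.6%) and for CG hypermethylation downstream during S5/S7 (47.6%), and CHH hypermethylation upstream during S1/S2 moved below the limit (54.4%). CHH hypermethylation downstream (42.4%) and in the gene body (48.9%) during S2/S3 moved above it, as did, during S5/S7, CG hypermethylation in the gene body (47.6%), CG hypomethylation downstream (51.7%) and in the gene body (45.4%), and CHH hypermethylation in the gene body (46.9%) and upstream (52.2%). The sign also changed with all listed genes for CHH hypermethylation downstream during S2/S3 (41.2%) and CG hypomethylation in the gene body during S5/S7 (42.6%), and with genes on a single entry for CG hypomethylation (44.9%) and CHH hypermethylation (39.3%) in the gene body during S5/S7. For the last 4 the cause was not tested.

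The numbers of methyltransferase genes highest at S1 (from 3 to 5 of 6), of demethylase genes highest at S5 (4 or 5 of 6) and of candidate genes higher at S3 (10 of 13) stayed within 1.5 times the main number in all settings tried. No gene of either family rose at each step in any setting (0 genes).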

Other observations

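The tests on values listed at 0, on the methyltransferase genes and on repeated identifiers were chosen only after the results had been seen, as were those on the step from S5 to S6 with genes above 0 in every group and with genes of at least 10 FPKM, although the outcome of these last 2 was not yet known.

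Values listed at 0 stood beside very high values of the same gene. Of 41372 cases in which a gene had at least 10 FPKM at both neighbouring stages, 32 had under 1 FPKM at the stage between. Of these 28 (87.5%) were listed at exactly 0 and 4 lay between 0 and 1, whereas genes that are turned down would be expected to pass through low values. All 9 cases at S4 and all 12 at S5 were exactly 0. Counted over groups, 64 genes were listed at 0 in a single group with at least 1 FPKM in all others. Of these 25 stood next to another such gene in the order of identifiers, against a mean of 0.105 and a maximum of 4 in random picks. Among the 64 genes 11 (17.2%) were in the top 1% of expression in the other groups. A candidate explanation is that the estimate failed for loci with very many reads, together with their neighbours, and was written as 0. Of the 25 neighbouring genes 15 belonged to leaf, where neighbouring genes expressed only in seeds stay open as a biological explanation. Ca_24988 at S4 and Ca_06966 at S5 in the report are such cases. The cause was not seen directly, since no reads were analysed.

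The step from S5 to S6 had the lowest correlation across genes of the 6 neighbouring steps (0.717). Without the 100 most abundant genes it was 0.710, so a few abundant genes were not the cause. Among genes above 0 in every group it was 0.708, which argues against values listed at 0. Among genes with a mean of at least 10 FPKM it was 0.488, against 0.811 from S4 to S5 and 0.968 from S6 to S7. This selection lowered r at all 6 steps, so the drop to 0.488 is not itself evidence. That the step stayed lowest without low genes argues against noise of low genes as the whole cause. In all 3 settings it remained the lowest step. The labels give no batch, so none was tested. A change of the seed transcriptome between these stages stays open as a biological explanation, which was not tested.

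The summed FPKM at S7 was 3.02 times that at S2. Without the 100 genes with the highest mean FPKM the ratio was 1.83, so these genes account for part of the difference but not all of it. The scaling of the authors between libraries, which is not stated, stays open as a technical source of the rest and was not tested.

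CaMET1, CaCMT2 and CaCMT3 fell from S1 to S7, and the hypothesis was tested that they follow the cell cycle set more closely than other falling genes do. These 3 genes are themselves listed in that set and were left out of it, which left 143 members. Their mean profile over the 7 stages correlated with the median profile of the set at r = 0.934. For comparison, 10000 random sets of 3 genes were drawn from the 1715 genes that fell from S1 to S7 at least as far as CaMET1 (-3.02, log2). CaMET1 fell least of the 3 genes, so the larger falls of CaCMT2 and CaCMT3 were not matched. The median correlation of the random sets was 0.960 and the central 95% lay between 0.851 and 0.989. This put the 3 genes at percentile 21.4. The result for the hypothesis was negative, since a fall at least as large as that of CaMET1 may by itself account for the likeness.

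Entries whose identifier occurs more than once behaved apart from other entries. From S3 to S4 531 of them were at least 2-fold higher and 137 lower (79.5% higher), against 48.6% higher among entries with an identifier of their own. Their median change was 0.28 (log2), against -0.03. This was above all 10000 random lists of other entries matched on mean expression (percentile 100), so expression level was not the cause. From S3 to S5 69.1% were higher, against 44.1%, while from S2 to S3 the shares were close (40.2% and 38.2%). Reads outside the gene models becoming more common at S4 would also raise entries without an identifier, but only 40.6% of those at least 2-fold apart were higher at S4. Reads split differently between neighbouring pieces of a gene, or transcripts that extend past the annotated gene, stay open as candidate explanations. Neither was tested, because the positions of the entries were not analysed here.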
